# MicroRNA-101 regulated transcriptional modulator SUB1 plays a role in prostate cancer

**DOI:** 10.1038/onc.2016.164

**Published:** 2016-06-06

**Authors:** B V S K Chakravarthi, M T Goswami, S S Pathi, A D Robinson, M Cieślik, D S Chandrashekar, S Agarwal, J Siddiqui, S Daignault, S L Carskadon, X Jing, A M Chinnaiyan, L P Kunju, N Palanisamy, S Varambally

## Abstract

MicroRNA-101, a tumor suppressor microRNA (miR), is often downregulated in cancer and is known to target multiple oncogenes. Some of the genes that are negatively regulated by miR-101 expression include histone methyltransferase *EZH2* (enhancer of zeste homolog 2), *COX2* (cyclooxygenase-2), *POMP* (proteasome maturation protein), *CERS6*, *STMN1*, *MCL-1* and *ROCK2*, among others. In the present study, we show that miR-101 targets transcriptional coactivator SUB1 homolog (*Saccharomyces cerevisiae*)/PC4 (positive cofactor 4) and regulates its expression. SUB1 is known to have diverse role in vital cell processes such as DNA replication, repair and heterochromatinization. SUB1 is known to modulate transcription and acts as a mediator between the upstream activators and general transcription machinery. Expression profiling in several cancers revealed SUB1 overexpression, suggesting a potential role in tumorigenesis. However, detailed regulation and function of SUB1 has not been elucidated. In this study, we show elevated expression of SUB1 in aggressive prostate cancer. Knockdown of SUB1 in prostate cancer cells resulted in reduced cell proliferation, invasion and migration *in vitro*, and tumor growth and metastasis *in vivo*. Gene expression analyses coupled with chromatin immunoprecipitation revealed that SUB1 binds to the promoter regions of several oncogenes such as *PLK1* (Polo-like kinase 1), *C-MYC*, serine-threonine kinase *BUB1B* and regulates their expression. Additionally, we observed SUB1 downregulated CDKN1B expression. PLK1 knockdown or use of PLK1 inhibitor can mitigate oncogenic function of SUB1 in benign prostate cancer cells. Thus, our study suggests that miR-101 loss results in increased SUB1 expression and subsequent activation of known oncogenes driving prostate cancer progression and metastasis. This study therefore demonstrates functional role of SUB1 in prostate cancer, and identifies its regulation and potential downstream therapeutic targets of SUB1 in prostate cancer.

## Introduction

Prostate cancer is the most common malignancy and the second most common cause of cancer death among men in the United States.^1^ Multiple molecular alterations have been identified in prostate cancer initiation, growth, invasion and metastasis. Further investigations are needed to understand the mechanisms of dysregulation and role in tumorigenesis of many of the dysregulated genes that are implicated in cancer. These studies will enhance the understanding of the disease process and help in developing new therapies. High-throughput gene expression profiling studies and transcriptome analyses have revealed tumor-specific gene signatures and multiple oncogenic drivers in cancers.^2, 3, 4, 5, 6, 7, 8, 9, 10^

Loss of tumor suppressor microRNAs (miRNAs or miR) is an established mechanism in cancer progression. Our analysis suggested that SUB1 homolog (*Saccharomyces cerevisiae*) (SUB1) is a target of miR-101. Our previous studies showed that genomic loci encoding miR-101 were deleted in aggressive prostate cancer leading to reduced miR-101 expression, resulting in overexpression of histone methyltransferase enhancer of zeste homolog 2 (EZH2).^11^ Apart from regulating EZH2, it has been shown that miR-101 can target other critical genes such as *COX2* (cyclooxygenase-2), *POMP* (proteasome maturation protein), *CERS6*, *STMN1*, *MCL-1* and *ROCK2*, among others.^11, 12, 13, 14, 15, 16^

In this study, we characterized SUB1 expression specifically in aggressive prostate cancer. Yeast SUB1 is biochemically identified as a stimulator of *in vitro* basal transcription that binds to single-strand DNA in the regions of transcription initiation.^17, 18^ SUB1 is a nuclear protein and is shown to have a role in various cellular processes.^19, 20, 21, 22, 23, 24^ It is substituted for replication protein A during transcription elongation.^25^ In addition to its role as transcriptional coactivator, SUB1 has been shown to repress promoter-driven transcription as well as nonspecific transcription *in vitro*.^26, 27^ Studies have reported that SUB1 interacts with distinct domains of activators such as VP16, GAL4, AP2, HIV-TAT, P53 and SMYD3 to modulate their functions.^19, 22, 28, 29, 30, 31, 32^ Previous studies indicated that the overexpression of SUB1 in a population of normal dermal multipotent fibroblasts resulted in the tumorigenic transformation of the cells, indicating its role in tumorigenesis. SUB1 has been recently found to show an upregulated level in different cancers. Expression of SUB1 was correlated with the levels of VEGF-C, VEGF-D and VEGFR-3 during the development of lymphangiogenesis and lymphatic metastasis in lung adenocarcinoma.^33^ SUB1 is also shown to have a role in non-small-cell lung cancer^34^ and astrocytoma.^35^ A recent study demonstrated that SUB1 has a role in SMYD3-mediated transactivation of growth/invasion-stimulatory genes in cancer cells.^32^

Here, we show increased SUB1 expression in prostate cancer cell lines and tissues. Through gene knockdown studies, we demonstrate that SUB1 has an important role in prostate cancer cell proliferation and invasion both *in vitro* and *in vivo*. We investigated the role of miR-101 in regulating SUB1 expression. Furthermore, our studies reveal that SUB1 can regulate several oncogenes including therapeutic targets such as *PLK1*, *BUB1B* and *C-MYC* by directly binding to their promoters. Finally, our studies indicate that SUB1-mediated oncogenic phenotype can be reversed by blocking PLK1 activity using PLK1 inhibitor.

## Results

### MiR-101 targets SUB1 and regulates its expression

Several studies have revealed that miRNAs are important regulators in cellular processes, such as cell proliferation, invasion and metastasis by repressing several oncogenes.^11, 12, 13, 36, 37^ To investigate the potential targets of miR-101, we used freely available web-based miR target prediction resources: TargetScan,^38^ miRanda^39^ and Diana-microT.^40^ We identified that miR-101 could potentially target SUB1. The binding site for miR-101 at 3′-UTR (untranslated region) of SUB1 is indicated (Figure 1a). MiR-101 is known to have tumor suppressor function by targeting several oncogenes including EZH2,^11^ proteasome assembly factor POMP,^13^ COX2,^12^ and others, therefore we sought to determine its role in SUB1 regulation. We treated prostate cancer cell line DU145 with precursor miRNA, miR-101 and tested some of the potential targets. We observed downregulation of QK1 and DDIT4 protein levels along with SUB1 (Figure 1b). Quantitative real-time PCR (qPCR) analyses also showed that miR-101 downregulates *SUB1*, *DDIT4* and *STC1* mRNA levels (Supplementary Figure S1). Here we show that miR-101 targets other known players in prostate cancer DDIT4, STC1 and QK1. To find the effect on SUB1 protein levels, we treated prostate cancer cells with precursor miRs, miR-101, -23a, -23b, -30a, -30b, -124 and -122 individually and measured SUB1 protein levels. As shown in Figure 1c, miR-101-treated cells showed significant reduction in SUB1 protein levels, whereas the control and other miR precursors did not alter SUB1 expression. Further, we measured the effect of miR-101 on cell growth using a colony growth assay using DU145, PC3 and LnCaP cells (Figure 1d). To determine whether miR-101 directly binds SUB1 3′-UTR and regulates it, HEK-293T cells were co-transfected with miR-101 and pMir-REPORT-SUB1 3′-UTR plasmids. MiR-101 showed substantial reduction in luciferase reporter activity compared with non-targeting (Non-T) control miR (Figure 1e). This effect is reversed by mutating miR-101 target site (Supplementary Figures S2a and b). These results indicate that SUB1 is a direct target of miR-101.

### Transcriptional coactivator SUB1 expression in prostate cancer

The expression profiling and transcriptome sequence analysis showed upregulation of SUB1 in metastatic prostate cancer (Figure 2a). Moreover, The Cancer Genome Atlas (TCGA) data show that SUB1 is overexpressed in metastatic prostate adenocarcinoma (Figure 2b). To validate this observation, we performed qPCR using RNA from multiple prostate cancer and benign tissues and confirmed increased expression of SUB1 in metastatic prostate cancer tissues relative to benign prostate samples (Figure 2c). Immunoblot analysis using SUB1-specific antibody (Figure 2d) indicated SUB1 protein overexpression. Similarly, elevated levels of SUB1 protein was observed in metastatic prostate cancer cell lines relative to benign cell lines (Figure 2e). Additionally, we investigated SUB1 protein expression in a large number of prostate cancer samples by immunohistochemical analysis, which showed weak or no reactivity in many benign tissues but stronger staining in aggressive prostate cancer tissue and metastatic prostate tumors (Figure 2f).

### SUB1 expression is essential for prostate cancer cell proliferation and invasion

To determine the functional significance of SUB1 expression in prostate cancer, we perturbed SUB1 levels in prostate cells and investigated the effect of this modulation on cell proliferation, migration and invasion. We used both transient RNA interference and stable knockdown strategies targeting SUB1 in aggressive prostate cancer cell lines DU145 and PC3 and hormone-responsive LnCaP and VCaP cells. The efficiency of SUB1 knockdowns were confirmed by immunoblot (Figure 3a) and qPCR (Supplementary Figures S3a–g) analyses. We observed significant decrease in cell proliferation upon transient knockdown of SUB1 compared with control cells transfected with non-T small interfering RNAs (siRNAs) (Figure 3a). Next, we tested cell motility after stable SUB1 knockdown in prostate cancer cells using wound healing assay. The efficiency of SUB1 stable knockdowns were confirmed by immunoblot (Supplementary Figure S4a). SUB1 knockdown showed a wider wound area 24 h post wound generation relative to control cells, the delayed time to heal indicating an inability of SUB1 knockdown cells to migrate (Supplementary Figures S4b and c). Additionally, SUB1 knockdown in DU145 and PC3 reduced the invasive potential of these cells as assessed by Boyden chamber Matrigel invasion assay (Figure 3b). Further we tested for colony formation after transient knockdown of SUB1 and colonies were quantified (Figures 3c and d). Taken together, these observations demonstrate the involvement of SUB1 in the proliferation, migration, invasion and colony formation of prostate cancer cells *in vitro*.

### SUB1 modulates gene expression in prostate cancer

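Expression profiling of SUB1 knockdown was performed in PC3, an aggressive, metastasis-derived prostate cancer cell line, on 2 dual-colour Agilent whole human genome oligonucleotide arrays of the same slide. On each array, RNA from cells treated with Non-T siRNA was labelled with Cy3 and RNA from cells treated with a SUB1 siRNA duplex was labelled with Cy5, with 1 array for SUB1 siRNA 1 and 1 array for SUB1 siRNA 2. Cells were harvested 72 h after the first transfection. There was no dye swap, so a dye bias of a probe and an effect of the knockdown cannot be separated in these ratios, and with 1 array per siRNA no value for a single siRNA has a biological replicate. The authors deposited the scanner output of each array, with the intensity of every spot and of its local background in both channels before normalization, and a table of log2 ratios that they had normalized by loess on each array. Each array held 45015 spots, of which 43376 were for genes, and these covered 41000 probes. The median gene spot had an intensity of 128 in Cy3 and 116 in Cy5 on the siRNA 1 array, and of 114 and 105 on the siRNA 2 array, whereas the median negative control spot had 86.5 and 63.2 on the siRNA 1 array. Of the gene spots, 54.3% were well above background in Cy3 and 67.2% in Cy5 on the siRNA 1 array, and 54.3% and 64.5% on the siRNA 2 array. No spot was saturated. From the spot intensities, background was corrected with limma's normexp method (offset 50), the log2 ratio of SUB1 siRNA over Non-T siRNA was normalized by loess within each array, spots flagged as outliers were left out and spots of the same probe were averaged. Probes well above background in at least 1 channel on both arrays were kept, and each gene was represented by its brightest probe, which left 19218 genes. Over the 209 kept probes that were spotted 10 times, the median SD of a probe's log2 ratio among its spots was 0.078 on the siRNA 1 array and 0.074 on the siRNA 2 array. This is the technical error within an array and does not include differences between cultures. The Cy3 signals of the arrays, both from Non-T siRNA-treated cells, differed with an SD of 0.12 (log2) across genes, and those of Cy5 with an SD of 0.31. SUB1 itself (RefSeq NM_006713) had a log2 ratio of -3.30 with siRNA 1 and -3.26 with siRNA 2, so that 10.2% and 10.4% of the signal in Non-T siRNA-treated cells was left. Its 4 probes were lower with both siRNAs, from -3.75 to -1.81 with siRNA 1 and from -3.50 to -1.57 with siRNA 2, the weakest change being that of the dimmest probe.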

To evaluate SUB1-mediated effects in prostate cancer progression, we performed gene expression analysis using RNA from SUB1 knockdown prostate cell lines. 

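Polo-like kinase 1 (PLK1, NM_005030) had a log2 ratio of SUB1 siRNA over Non-T siRNA of -1.41 with siRNA 1 and -1.72 with siRNA 2, a 2.66-fold and a 3.30-fold decrease. BUB1B (NM_001211), which encodes a mitotic checkpoint kinase and has 1 probe, had -0.94 with siRNA 1 and -1.34 with siRNA 2. MYC (NM_002467), which encodes C-MYC, had -0.57 with siRNA 1 (SD 0.056 among the 10 spots of the probe) and -0.16 with siRNA 2 (SD 0.050), so that both decreases were larger than the spread among spots and neither reached 2-fold. CDKN1B (NM_004064), which encodes the cyclin-dependent kinase inhibitor p27, had 0.71 with siRNA 1 (SD 0.10 among 10 spots) and 1.21 with siRNA 2 (SD 0.055). PLK1 was thus at least 2-fold changed with both siRNAs, BUB1B and CDKN1B with siRNA 2 only, and MYC with neither. In limma's moderated test of the mean ratio against 0 over both siRNAs, with Benjamini-Hochberg adjustment over all genes, the adjusted p was 0.112 for PLK1, 0.112 for BUB1B, 0.234 for MYC and 0.113 for CDKN1B, and 0.0248 for SUB1. This test leaves out the spread of the control. PLK1, MYC and CDKN1B each have a second, dimmer probe. That of PLK1 had -0.16 with siRNA 1 and -0.30 with siRNA 2. That of CDKN1B had 0.27 and 0.34, and that of MYC had 0.42 and 0.10. The second MYC probe carries another sequence identifier than the first, so it need not measure the same transcript. When all probes of a gene were averaged, the PLK1 ratio was -0.79 with siRNA 1 and -1.01 with siRNA 2, the largest move for PLK1 among the alternatives that give 1 value per gene.

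**Figure D1:**
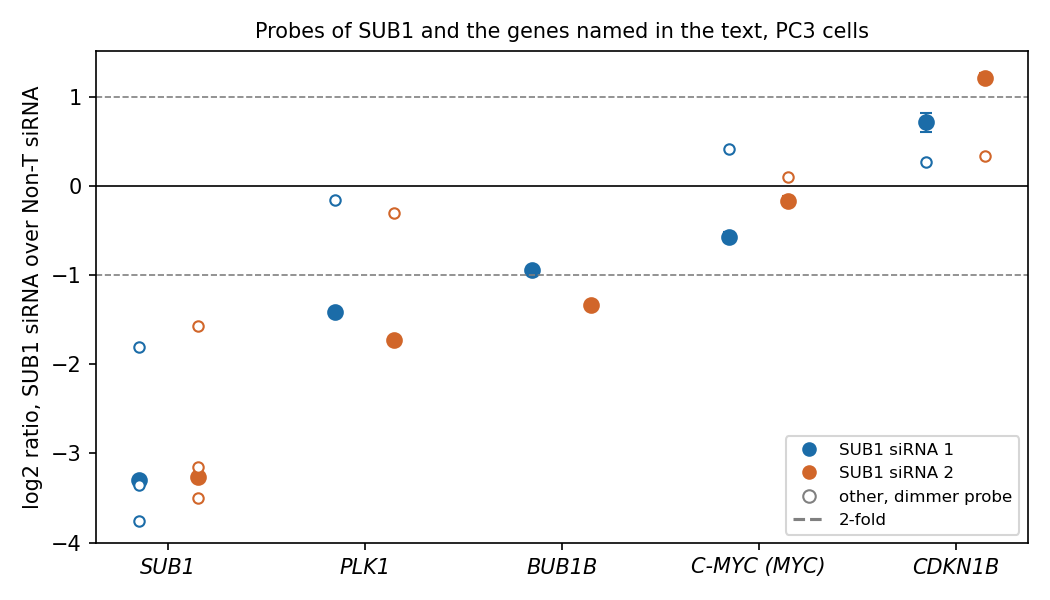
Log2 ratio of SUB1 siRNA over Non-T siRNA in PC3 cells (vertical axis) for each probe of SUB1, PLK1, BUB1B, C-MYC (MYC) and CDKN1B (horizontal axis), with siRNA 1 in blue and siRNA 2 in orange. Filled circles are the brightest probe and open circles the other probes, error bars are the SD among the spots of probes spotted 10 times (some are smaller than the circle), and dashed lines mark a 2-fold change. The brightest PLK1 probe lies below the lower line with both siRNAs, at -1.41 and -1.72, and the brightest MYC probe lies between the lines with both.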

We identified multiple genes that were modulated upon SUB1 knockdown including *PLK1*, *C-MYC*, *BUB1B* and *CDKN1B*, among others (Figure 4a). PLK1 and C-MYC are known to have a role in cell proliferation, invasion and metastasis.^41, 42^ We validated the activation of CDKN1B and the downregulation of PLK1, C-MYC and BUB1B, both at the mRNA and protein levels upon SUB1 knockdowns (Supplementary Figures S5a–h, Figure 4b and Supplementary Figures S6a–c) and observed induction of these genes upon SUB1 overexpression in RWPE cells (Figure 4c). TCGA data show that *PLK1* and *BUB1B* are overexpressed in metastatic prostate adenocarcinoma (Supplementary Figures S7a and b). Additionally, we validated both *PLK1* mRNA and protein levels across benign, prostrate carcinoma and metastatic prostate cancer tissues by qPCR and immunoblot analysis, respectively (Supplementary Figures S7c and d), which confirmed the direct correlation between SUB1 and PLK1. Additionally, *SUB1* and *PLK1* mRNA levels are correlated in prostate cancer cell lines (Supplementary Figures S7e and f). Further, we generated stable SUB1-expressing RWPE cells using lentivirus (Supplementary Figure S8). Overexpression of SUB1 resulted in increased cell proliferation (Supplementary Figure S8 and Figure 4d) and invasion (Figure 4e). Furthermore, SUB1 overexpression elevated PLK1 and C-MYC expression, and reduced CDKN1B expression (Figure 4c and Supplementary Figure S6c), showing SUB1 dysregulation triggers alterations in critical oncogenes and tumor suppressors in prostate cancer. To verify the role of PLK1 in cell proliferation and invasion, we treated stable SUB1-overexpressing RWPE cells with PLK1 siRNA SMARTpool or PLK1 inhibitor (volasertib (BI6727)) and analyzed Myc-DDK-tagged SUB1 and PLK1 (Figure 4d inset). Both PLK1 knockdown and PLK1 inhibitor decreased cell proliferation (Figure 4d) and Matrigel invasion (Figure 4e). Thus, these consolidated observations underscore a downstream role for PLK1, C-MYC and CDKN1B in SUB1-mediated prostate cancer cell proliferation and invasion.

Earlier studies suggest the importance of SUB1 in regulating transcription *in vivo*. For example, SUB1 enhances transcriptional activation by the activators GCN5 and HAP4 in yeast,^43^ and stimulates transcription *in vitro* with diverse kinds of activators, including SMYD3,^32^ VP16,^24, 44^ BRCA-1^45^ and octomer transcription factor-1,^46^ possibly by facilitating assembly of the preinitiation complex. First, we compared motif occurrences within 500 bp upstream regions of downregulated genes and undifferentially expressed genes (when SUB1 is knocked down) using a computer program called CLOVER.^47^ 

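In PC3 cells, 295 genes were at least 2-fold lower with at least 1 SUB1 siRNA, 90 of them to that extent with siRNA 1 only and 178 with siRNA 2 only, and 18775 genes were changed less than 2-fold with either siRNA. After SUB1 and PLK1, the largest mean decreases among the genes lower with both siRNAs were those of PBK (log2 ratio -1.36 with siRNA 1 and -1.77 with siRNA 2), HMMR (-1.40 and -1.69) and MAD2L1 (-1.40 and -1.67), each measured by 1 probe. Which of these sets of lowered genes entered the motif comparison is not stated in the text of the paper. From earlier studies of SUB1 in transcription, the paper goes on from the genes lowered by its knockdown to the motifs upstream of them, with genes that did not change as the comparison.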

Next, to validate the binding of SUB1 to PLK1, BUB1B and C-MYC promoters, we conducted chromatin immunoprecipitation (ChIP) assays using commercially available anti-SUB1 or -DDK antibodies in stable RWPE cells overexpressing lacz or Myc-DDK-tagged SUB1. As expected, SUB1 is enriched at PLK1, C-MYC and *BUB1B* promoter regions (Figures 5a–c). These data demonstrate that PLK1, C-MYC and BUB1B promoters are transcriptionally activated by SUB1 in prostate cancer.

### SUB1 has a role in prostate tumor growth and metastasis

To demonstrate the role of SUB1 on tumor growth *in vivo*, we used a chick chorioallantoic membrane (CAM) assay and measured spontaneous metastasis, including local invasion, intravasation and metastasis to distant organs. CAM assay was performed as described previously,^37, 48^ using prostate cancer PC3-SUB1 knockdown cells. Depletion of SUB1 resulted in significantly reduced tumor weight compared with non-target short hairpin RNA (shRNA)-transfected control cells (Figure 6a). SUB1 knockdown in PC3 cells impaired their ability to invade the CAM basement membrane and resulted in a significantly decreased number of intravasated cells in the lower CAM compared with control cells (Figure 6b). Furthermore, there was attenuation of tumor metastasis in the SUB1 knockdown group compared with the control group (Figure 6c). Next, we examined SUB1-mediated tumorigenesis in a murine PC3 xenograft model using Non-T shRNA or two independent SUB1 stable knockdown PC3 cells. Both SUB1-shRNA 1 and 2 cells showed significantly reduced tumor growth and tumor weight in mice (Figures 6d and e) relative to control animals, demonstrating that SUB1 inhibition attenuates tumor growth (CAM assay and murine xenografts) and metastasis (CAM assay) *in vivo*. These observations show that SUB1 has a role in prostate tumor growth *in vivo*.

## Discussion

In this study, we show that miR-101 regulates SUB1 expression and SUB1 has a role in prostate cancer growth. We and others have earlier shown that reduced expression of miR-101 leads to overexpression of oncogenic histone methyltransferase EZH2 in multiple tumors.^11, 13, 36, 49^ A genomic loss of miR-101 or epigenetic silencing leads to reduction in miR-101 expression in multiple cancers.^50, 51^ These observations suggest that attenuation of miR-101 expression is an important event in oncogenesis. Our investigations also demonstrate the role of SUB1 in prostate cancer cell proliferation and invasion.

SUB1 protein has important roles in various cellular processes including transcription, replication, chromatin organization, cell cycle progression, DNA damage repair and apoptosis.^20, 21, 34, 52^ Earlier, it was shown that SUB1 is amplified and overexpressed in non-small-cell lung cancer cell lines,^53^ invasive intraductal papillary mucinous neoplasm of the pancreas^54^ and in carcinomatoses.^55^ Additionally, it has been shown that exogenous overexpression of SUB1 could induce the transformation of a population of normal dermal multipotent fibroblasts to acquire malignant characteristics of anchorage-independent growth *in vitro* and tumorigenicity in nude mice.^56^ Additionally, it was reported that SUB1 is upregulated in esophageal squamous cell carcinoma and its absence increased radiosensitivity of esophageal squamous cell carcinoma cells, and suppressed non-homologous end-joining activity via downregulation of XLF.^52^ Targeting coactivators and transcription factors through chemical inhibitors has been challenging.^57, 58, 59, 60^

Although earlier studies showed the role of SUB1 in cancer, its mechanistic insight in oncogenesis is not fully understood. The present study shows an increased expression of SUB1 in prostate cancer. Moreover, it is involved in tumorigenesis through the activation of PLK1, BUB1B and C-MYC, and repression of CDKN1B during cancer progression. These proteins are involved in several cellular processes including cell proliferation, cell cycle and tumorigenesis.^41, 42, 61, 62^ The oncoprotein PLK1 is known to have a role in critical cell cycle events and acts in concert with cyclin-dependent kinase 1-cyclin B1 and Aurora kinases.^63^ Moreover, in cancer these kinases are often dysregulated, promoting uncontrolled cell proliferation and aberrant cell division.^63, 64^ The PLK family members have been associated with poor prognosis, which lead to enhanced interest as promising targets for anticancer drug development.^65^ In our study, we demonstrated that SUB1 positively regulated *PLK1* expression at the transcriptional level. Furthermore, we investigated the potential role of SUB1-induced PLK1 in prostate cancer invasion by using PLK1-specific siRNA pool or inhibitor volasertib. The PLK1 inhibitor volasertib attenuated stable RWPE-SUB1 cells ability to proliferate as well as to invade through Matrigel *in vitro*. Moreover, it is currently the most clinically advanced inhibitor.^66^ Studies in various cancer cell lines (prostate, lung, colon, melanoma, hematopoietic malignancies and urothelial tumors) demonstrated that volasertib inhibits cell division leading to cell death.^67, 68, 69, 70^ Additionally, we also observed that SUB1 also regulates BUB1B.

In summary, here we show that reduced miR-101 expression results in transcriptional coactivator SUB1 overexpression (Figure 6f). SUB1 triggers increased cell proliferation, invasion, metastasis and modulates expression of several including PLK1, BUB1B, C-MYC and CDKN1B. Finally, SUB1-mediated oncogenic event can be alleviated using PLK1 siRNA or inhibitor. This study shows SUB1 overexpression in aggressive prostate cancer and reveals therapeutic options to block SUB1-mediated oncogenesis.

## Materials and methods

### Cell lines

Prostate cancer cell lines DU145, PC3 and LnCaP were grown in RPMI-1640 (Life Technologies, Carlsbad, CA, USA), whereas VCaP was grown in Dulbecco's modified Eagle's medium with penicillin–streptomycin (100 U/ml) and 10% fetal bovine serum (Invitrogen, Carlsbad, CA, USA) in 5% CO_2_ cell culture incubator. The HEK293 (ATCC), RWPE-1 (henceforth referred as RWPE; ATCC, Manassas, VA, USA) cells were grown in their respective medium as specified by the suppliers. Lentiviruses were generated by the University of Michigan Vector Core (Ann Arbor, MI, USA). Prostate cancer cells were infected with lentiviruses expressing SUB1 shRNA or Non-T shRNA controls and stable cell lines were generated by selection with 1 μg/ml puromycin (Life Technologies).

### Benign and tumor tissues

In this study, we used tissues from clinically localized prostate cancer patients who underwent radical prostatectomy. Samples were also obtained from androgen-independent metastatic prostate cancer patients from a rapid autopsy program through the University of Michigan Prostate SPORE Tissue Core as described previously.^71, 72^ The detailed clinical and pathological data are maintained in a secure relational database. The Institutional Review Board at the University of Michigan Medical School approved this study. Both radical prostatectomy series and the rapid autopsy program are part of the University of Michigan Prostate SPORE Tissue Core.

### Gene expression from TCGA

The patients clinical data for prostate adenocarcinoma were downloaded using TCGA assembler.^73^ However, downloaded data comprised of only tumor pathologic and node pathologic information. Thus, based on tumor pathologic and node pathologic data as per 'https://cancerstaging.org/references-tools/quickreferences/Documents/ProstateSmall.pdf', samples were categorized into primary and metastatic tumor. Afterwards, level3 TCGA RNA-seq data (including raw_read_count and scaled_estimate for each sample) for all primary tumor, metastatic tumor and matched normal samples were downloaded using TCGA assembler. Transcript per million values for each gene was obtained by multiplying scaled_estimate by 1 000 000. Boxplot was generated using R (https://cran.r-project.org/).

### Immunohistochemistry

Benign and prostate cancer tissues were obtained from the radical prostatectomy series at the University of Michigan and from the Rapid Autopsy Program, both part of the University of Michigan Prostate SPORE programs, through appropriate informed consent. Institutional Review Board approval was obtained to procure and analyze the tissues used in this study. Immunohistochemistry was carried out to evaluate SUB1 expression using rabbit polyclonal antibody against SUB1 (Novus Biologicals, Littleton, CO, USA; cat. no. NBP1-82454). Immunohistochemistry was performed using an automated protocol developed for the DISCOVERY XT automated slide staining system (Ventana Medical Systems Inc., Tucson, AZ, USA) using Ultramap anti-rabbit HRP (cat. no. 760-4315; Ventana Medical Systems Inc.) and was detected using ChromoMap DAB (cat. no. 760-159; Ventana Medical Systems Inc.). Hematoxylin II (cat. no. 790-2208; Ventana-Roche, Tucson, AZ, USA) was used as the counterstain. The study pathologist Dr Kunju (PK) evaluated the immunohistochemical staining.

### Immunoblot analyses

Antibodies used in the study are listed in Supplementary Table S1. All antibodies were used at dilutions optimized in our laboratory. For immunoblot analysis, 10 μg protein samples were separated on a sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto Immobilon-P PVDF membrane (EMD Millipore, Billerica, MA, USA). The membrane was incubated for 1 h in blocking buffer (Tris-buffered saline, 0.1% Tween (TBS-T), 5% nonfat dry milk), followed by incubation overnight at 4 °C with the primary antibody. After a wash with TBS-T, the blot was incubated with horseradish peroxidase-conjugated secondary antibody and signals were visualized by Luminata Crescendo chemiluminescence western blotting substrate as per the manufacturer's protocol (EMD Millipore).

### Gene expression analysis

Global gene expression data was generated using RNA isolated from SUB1 siRNA knockdown PC3 and non-target control cells in profiling analysis as well as in transcriptome sequencing analysis.^6^ Expression profiling was performed using the Agilent Whole Human Genome Oligo Microarray (Agilent, Santa Clara, CA, USA) and the analysis was performed according to the manufacturer's protocol. A bioconductor package ‘agilp'^74^ was used to extract and normalize raw data from two-channel experiment arrays. Loess normalization was applied on each array. The gene expression profiling data has been deposited at gene expression omnibus (GSE74895). The differential expression of each gene was estimated by subtracting loess normalized log-2-transformed signal intensity of control sample from that of knockdown sample. Genes with absolute fold change of 2 were selected as differentially expressed genes. 

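On the siRNA 1 array, 40 genes were at least 2-fold higher and 117 at least 2-fold lower in SUB1 siRNA-treated than in Non-T siRNA-treated cells. On the siRNA 2 array, 118 genes were higher and 205 lower. With both siRNAs, 10 genes were higher and 27 lower, and no gene was higher with one siRNA and lower with the other. Besides HOXA13, the largest mean increases among the 10 were those of ANGPTL4 (log2 ratio 1.28 with both siRNAs), ANKRD46 (1.42 with siRNA 1 and 1.18 with siRNA 2) and a pair of probes without a gene symbol, THC2667891 (1.19 and 1.43) and A_32_P234853 (1.73 and 1.47). Feature Extraction's processed signals moved these counts most, to 778 higher and 298 lower with siRNA 1 and 994 higher and 474 lower with siRNA 2. The share of higher among changed genes was 25.5% with siRNA 1 and 36.5% with siRNA 2, and 71.0% and 72.5% when each array was centred on its median in place of loess, which also moved the median of all genes from 0.02 to 0.13 with siRNA 1 and to 0.12 with siRNA 2. Across genes, which are not independent replicates, the log2 ratios of the siRNAs had a Pearson correlation of 0.514 and a Spearman correlation of 0.498, and 68.4% of genes had the same sign. Both arrays compare with Non-T RNA, and a simulation of unchanged cultures against 1 shared control gave a correlation of 0.50 and the same sign for 66.8% of genes. Those values follow from its setting, the same spread for every culture. They cannot tell whether the siRNAs agree beyond a shared control. For the overlap, the ratios of the real arrays, changed genes included, were dealt out by simulated rank. A mean of 5.51 genes were then higher and 17.7 lower with both siRNAs, and at most 12 and 26 over 100 draws. Because changed genes were included, these counts are not those of cultures without any effect. In limma's moderated test over both siRNAs, 1 gene (SUB1, standard error 0.095, lower with both siRNAs) was past an adjusted p of 0.05, no gene was higher, and 4013 genes had an unadjusted p under 0.05.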

The heatmap.2 function of R package ‘gplots' was used to create the heat map. To measure mRNA expression levels, total RNA was isolated from prostate cancer cell lines and prostate cancer tissue samples using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA). qPCR was performed as described.^37^ All primers were synthesized by Integrated DNA Technologies (Coralville, IA, USA) and PCR reactions were performed in triplicate. Primer sequences are listed in Supplementary Table S2.

### RNA interference and miRNA transfection

The siRNA duplexes (duplex 1, cat. no. SI04174835 and duplex 2, cat. no. SI00678580) used to inhibit SUB1 expression were purchased from Qiagen, and PLK1 SiGenome SMARTpool (cat. no. M-003290-01-0005) was purchased from GE Dharmacon (Lafayette, CO, USA). Precursors of respective microRNAs and negative controls were purchased from Ambion (Life Technologies). Transfections were performed either with oligofectamine or Lipofectamine RNAiMAX (Life Technologies). SUB1 shRNA (pGipz SUB1-shRNA 1 (V2LHS_85556) and SUB1-shRNA2 (V3LHS_331788)) were purchased from GE Dharmacon. Lentiviruses for these stable knockdowns were generated by the University of Michigan Vector Core. For miRNA transfection or RNA inference, we plated prostate cancer cells at 1 × 10^5^ cells per well in a 6-well plate, and after 12 h, the cells were transfected either with siRNA duplexes or miRNAs. A second identical transfection was performed 24 h later. Seventy-two hours after the first transfection, cells were harvested for RNA isolation or immunoblot analysis.

### *In vitro* overexpression

SUB1 cDNA (Origene Technologies, Rockville, MD, USA; cat. no. RC204999; Myc-DDK tagged) was cloned into Gateway expression system (Life Technologies). To generate lentiviral constructs, PCR8-SUB1 (Myc-DDK tagged) was recombined with pLenti6/V5-Dest (Life Technologies) using LR Clonase II (Life Technologies). Lentiviruses were generated by the University of Michigan Vector Core. Benign immortalized prostate cells (RWPE) were infected with lentiviruses expressing SUB1 or lacZ, and stable clones were selected with 3.5 μg/ml blasticidin (Santa Cruz Biotechnology Inc., Dallas, TX, USA).

### Cell proliferation assays

Cell proliferation was measured by cell counting. For this, transient SUB1 and PLK1 knockdown and stable cells overexpressing SUB1 were used. After 72 h of transfection using specific siRNA, the cells were trypsinized and seeded at a density of 10 000 cells per well in 24-well plates (*n*=3). Non-T siRNA-treated cells were served as controls. The stable RWPE lacZ- or SUB1-overexpressing cells were plated at the same density as mentioned earlier, trypsinized and counted at specified time points by Z2 Coulter particle counter (Beckman Coulter, Brea, CA, USA). Each experiment has been performed with three replicates per sample.

### Wound healing assay

DU145, PC3 scramble shRNA or SUB1 stable knockdown cells were seeded in 6-well plates in growth medium containing 10% fetal bovine serum and puromycin (10 μg/ml) for DU145 and PC3, and then allowed to grow to confluent monolayer. For DU145 and PC3, the cells were serum starved for 12 h and replenished with 10% fetal bovine serum-RPMI medium. The wound-induced migration was triggered by scraping the cells with a 200 ul pipette tip, washed with Dulbecco's phosphate-buffered saline and replenished with respective medium. The wound was imaged immediately (0 h) and at 24 h with an inverted phase-contrast microscope under × 4 objective.

### Matrigel invasion assay

Matrigel invasion assays were performed as described earlier.^37, 75^ Various test cells were seeded onto BD BioCoat Matrigel matrix (Corning Life Sciences, Tewksbury, MA, USA) in the upper chamber of a 24-well culture plate. The lower chamber containing respective medium was supplemented with 10% serum as a chemoattractant. After 48 h, the noninvading cells and Matrigel matrix were gently removed with a cotton swab. Invasive cells located on the lower side of the chamber were stained with 0.2% crystal violet in methanol, air-dried and photographed using an inverted microscope (× 4). Invasion was quantified by colorimetric assay. For colorimetric assays, the inserts were treated with 150 μl of 10% acetic acid and the absorbance measured at 560 nm.

### Colony formation assay

After 72 h of transfection, untreated, Non-T siRNA/miRNA- or miR-101-treated cells were counted and seeded 800 cells per one well of 6-well plates (triplicate) and incubated at 37 °C with 5% CO_2_ for 7–10 days. Colonies were fixed with 10% (v/v) ethanol for 30 min and stained with crystal violet (Sigma-Aldrich, St Louis, MO, USA) for 20 min. Then, the photographs of the colonies were taken using Amersham Imager 600RGB (GE Healthcare Life Sciences, Pittsburgh, PA, USA). Colony quantification was carried out using ImageQuant TL Colony v.8.1 software (GE Healthcare Life Sciences).

### miR reporter luciferase assays

Wild-type or mutant 3′-UTR of SUB1 were cloned into the pMIR-REPORT miRNA Expression Reporter Vector (Life Technologies). HEK293 cells were co-transfected with pre-miR-101 or controls and wild-type or mutant 3′-UTR-luc, as well as pRL-TK vector as an internal control for luciferase activity. Forty eight hours post-transfection, the cells were lysed and luciferase assays were conducted using the dual luciferase assay system (Promega, Madison, WI, USA). Each experiment was performed in triplicate.

### ChIP assays

ChIP assays were carried out with respective antibodies (Supplementary Table S1) using the EZ-Magna ChIP Kit (EMD Millipore, Billerica, MA, USA) as described.^37^ The primer sequences for the promoters analyzed are provided in Supplementary Table S3.

### Chicken CAM assay

The CAM assay for local cell invasion, intravasation, metastasis and tumor (or xenograft) formation was performed as described previously.^37, 48, 75^ After 3 days of implanting the cells in each egg, lower CAM was harvested and extraembryonic tumors were isolated and weighed. For metastasis assay, the embryonic livers were harvested on day 18 of embryonic growth and analyzed for the presence of tumor cells by quantitative human Alu-specific PCR. Genomic DNA from lower CAM and livers were prepared using Puregene DNA purification system (Qiagen) and quantification of human Alu was performed as described.^37, 48, 75^ An average of eight eggs per group was used in each experiment.

### Tumor xenograft model

All procedures involving mice were approved by the University Committee on Use and Care of Animals (UCUCA) at the University of Michigan and conform to all regulatory standards. To evaluate the role of SUB1 in tumor formation *in vivo*, we propagated stable SUB1 knockdown PC3 cells using two independent shRNAs and Non-T shRNA control cells, and inoculated 1 × 10^6^ cells subcutaneously into the dorsal flank of 5-week-old male athymic nude mice (*n*=8 for each group; Harlan Laboratories, Evigo Indianapolis, IN, USA). The tumor data obtained using scramble cells is the same as that used in an earlier study as SUB1 tumor xenograft study was conducted simultaneously using common control animals.^37^ Tumor size was measured biweekly, and tumor volumes were calculated using the formula (π/6) (*L* × *W*2), where *L* is the length and *W* is the width of the tumor. After 5 weeks, mice from different groups were killed, and then the tumors were photographed, weighed and plotted.

### Statistical analysis

To determine significant differences between two groups, Student's two-tailed *t-*test was used for all experiments except for microarray. *P*-values <0.05 were considered significant.

## Figures and Tables

**Figure 1:**
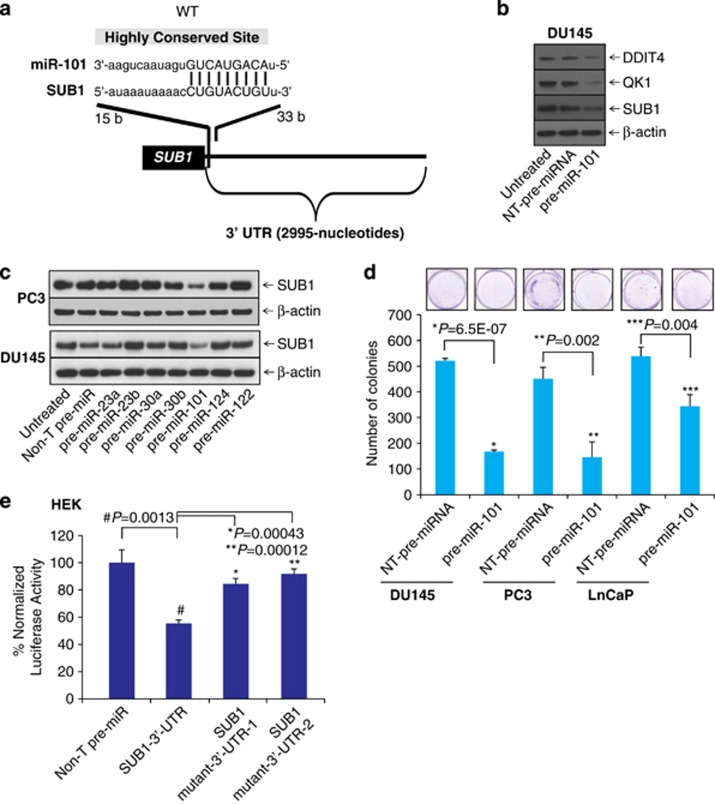
MiR-101 targets and downregulates SUB1 expression. (**a**) The predicted miR-101 binding site at the 3′-UTR of SUB1. (**b**) Immunoblot analysis showing SUB1, QK1 and DDIT4 in pre-miR-101- and control pre-miR-treated DU145 cell lysates. (**c**) Immunoblot analysis showing SUB1 protein expression in DU145 and PC3 cells treated with a panel of miRNAs. (**d**) Images of colony growth of cells either treated with non-T pre-miRNA or pre-miR-101. Quantitative data were presented in the histogram. (**e**) Luciferase reporter assay of SUB1 3′-UTR. HEK-293T cells were transfected either with pre-miR-101 or non-T pre-miR along with either SUB1 3′-UTR wild-type, mutant-1 or mutant-2 luciferase constructs. pRL-TK vector was used as an internal control.

**Figure 2:**
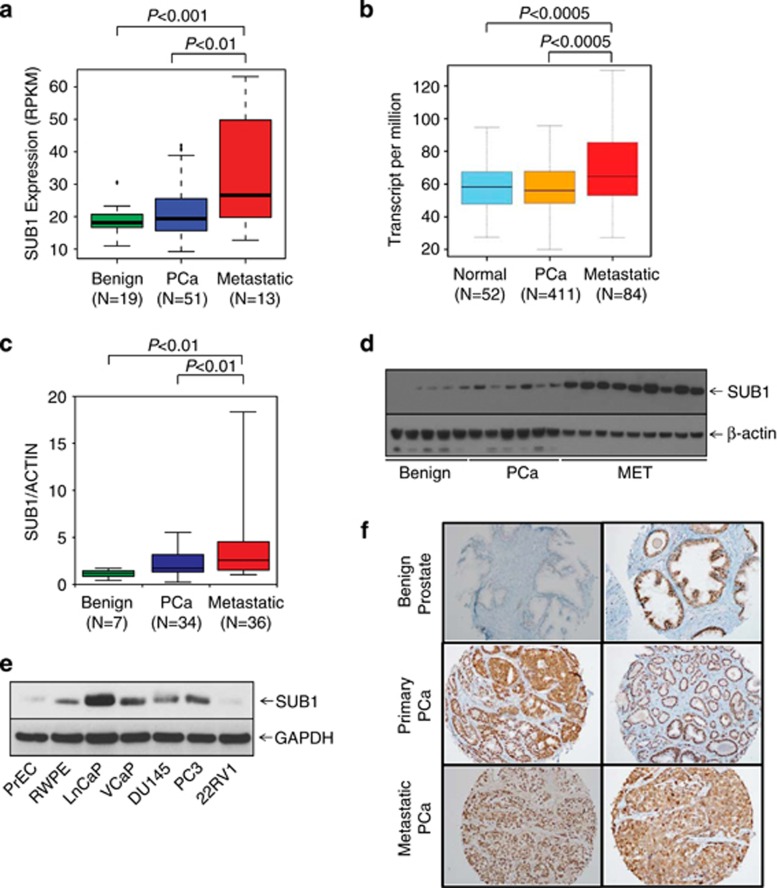
SUB1 is overexpressed in aggressive prostate cancer. (**a**) *SUB1* gene expression from next-generation RNA sequencing (RPKM (log 2)) data from benign, prostate carcinoma (PCa) and metastatic prostate cancer (MET) tissues. (**b**) Expression of *SUB1* in normal prostate, primary tumor and metastatic tumor samples from TCGA. (**c**) qPCR of *SUB1* using RNA from benign, PCa and MET tissues. (**d**) *SUB1* protein expression by immunoblot analysis of prostate tissue extracts using SUB1 antibody. β-Actin was used as a loading control. (**e**) Immunoblot analysis of SUB1 in prostate cancer cell lines. GAPDH was used as a loading control. (**f**) Immunohistochemical analysis of SUB1 in benign prostate epithelia (top), primary PCa (middle) and metastatic PCa (bottom).

**Figure 3:**
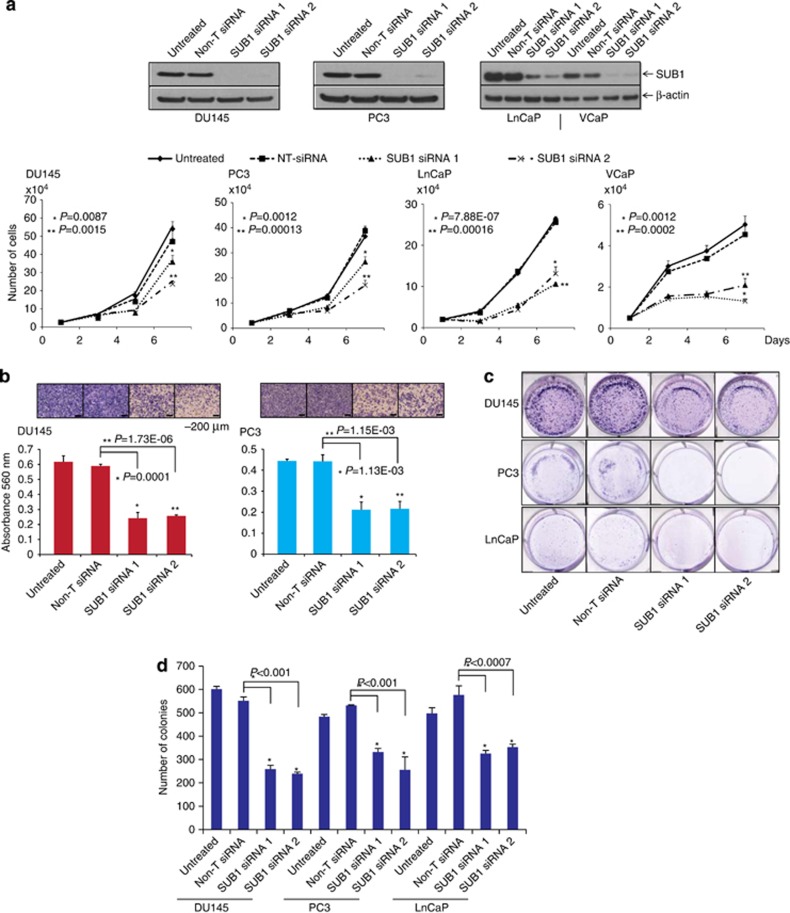
SUB1 is essential for prostate cancer cell proliferation and invasion. (**a**) Transient knockdown of SUB1 in prostate cancer cell lines reduces prostate cancer cell proliferation. Immunoblot analysis of protein using lysates from prostate cancer cell lines DU145, PC3, LnCaP and VCaP treated with two specific and independent SUB1 siRNA duplexes. β-Actin was used as a loading control. Cell proliferation assay of these cells transfected with either SUB1 siRNA duplex or Non-T siRNA control. (**b**) Knockdown of SUB1 reduces DU145 and PC3 cell invasion. Boyden chamber Matrigel invasion assay was performed using DU145 or PC3 cells in which SUB1 was transiently knocked down using two independent SUB1 siRNA duplexes. Non-T siRNA-treated cells served as control. Invaded cells were stained with crystal violet and the absorbance was measured at 560 nm. (**c**) Representative images of colony formation assay. (**d**) Quantification of colonies formed. The colony formation efficiency was significantly reduced in both SUB1 siRNA1- and 2-treated cells as compared with untreated and Non-T siRNA controls.

**Figure 4:**
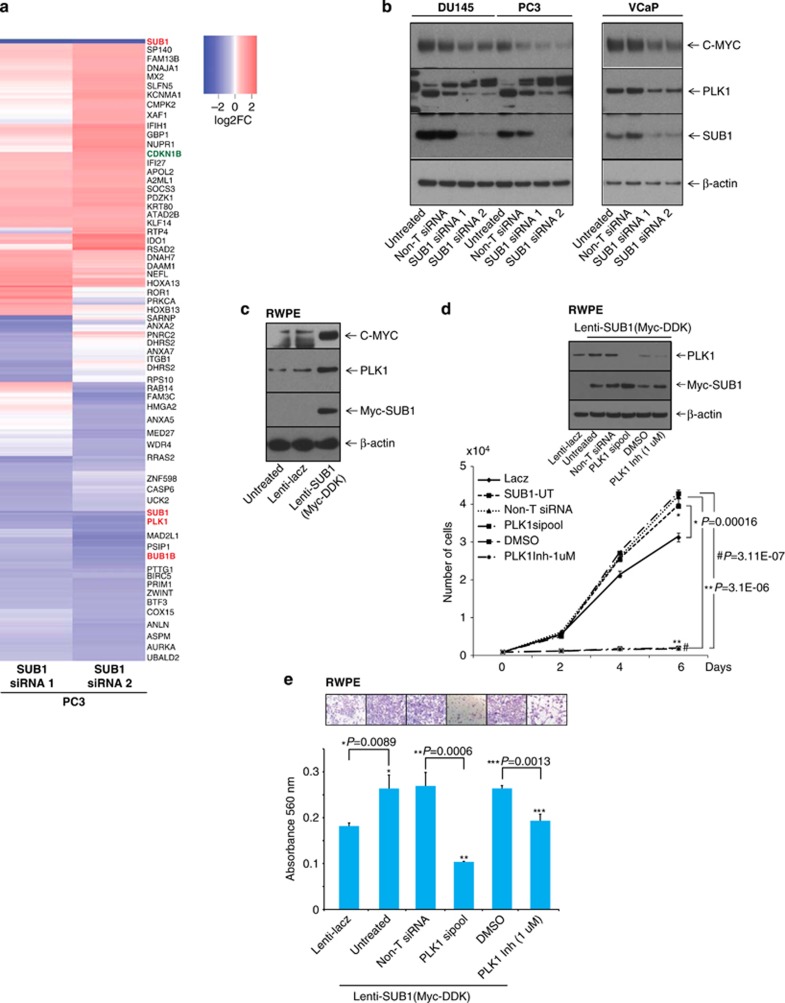
SUB1 modulates PLK1 expression in prostate cancer cells. (**a**) Heatmap of select genes in stable SUB1 knockdown PC3 cells. (**b**) Immunoblot analysis showing SUB1, PLK1 and C-MYC in prostate cancer cells after transient knockdown of SUB1. (**c**) Immunoblot analysis showing Myc-DDK-tagged SUB1, PLK1 and C-MYC in stable RWPE-SUB1- (Myc-DDK-tagged) overexpressing cells. (**d** and **e**) Immunoblot, cell proliferation and Matrigel invasion assays were performed using lenti-lacZ or lenti-SUB1 cells. Untreated cells, non-T siRNA, PLK1-specific siRNA SMARTpool-treated cells or in the presence of PLK1 inhibitor (volasertib (BI6727)) were used. Invaded cells were stained with crystal violet and the absorbance was measured at 560 nm. Inset, photomicrographs of invaded cells.

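The columns of the heatmap, the methods and the labels of the arrays give transient SUB1 siRNA 1 and 2 for these PC3 cells, and the values here are from those arrays. Of the 62 genes labelled in Figure 4a, 61 passed the filter, and no probe past the filter was named CMPK2. Of the 61, 52 were at least 2-fold changed with at least 1 siRNA and 6 with both. In 80 cases the block of the heatmap, read by eye, gives a clear direction for a gene with 1 of the siRNAs, and the ratio had that direction in 78 of them, 53 of which were past 2-fold. All 26 genes in blocks lower with siRNA 1 were lower, with a median of -1.08 and a weakest decrease of -0.47. Among the 25 in blocks lower with siRNA 2, 24 were lower. Some labelled genes changed strongly with 1 siRNA and little with the other. SARNP had a log2 ratio of -2.23 with siRNA 1 and 0.17 with siRNA 2. ANXA2 had -1.49 and -0.14. RPS10, a ribosomal protein gene with pseudogenes, had -1.31 and 0.23. FAM3C had 0.11 with siRNA 1 and -1.74 with siRNA 2, and MED27 had -0.10 and -1.38. Interferon-induced genes among the labels were higher mainly with siRNA 2, as for RSAD2 (0.051 with siRNA 1 and 2.42 with siRNA 2), IDO1 (-0.076 and 1.82) and RTP4 (0.67 and 2.01). Mitotic genes were lower with both, as for PTTG1 (-1.22 and -1.16), BIRC5 (-0.99 and -1.25), ASPM (-0.87 and -1.41) and AURKA (-0.70 and -1.02). HOXA13 was higher with both, at 1.47 and 1.08. The brightest probes of HMGA2 (2.503 with siRNA 1 and 0.89 with siRNA 2) and KCNMA1 (-0.079 and -0.64) differed from the second-brightest probes of the same genes, which had 0.17 and -1.13 for HMGA2 and 0.11 and 1.04 for KCNMA1.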

**Figure 5:**
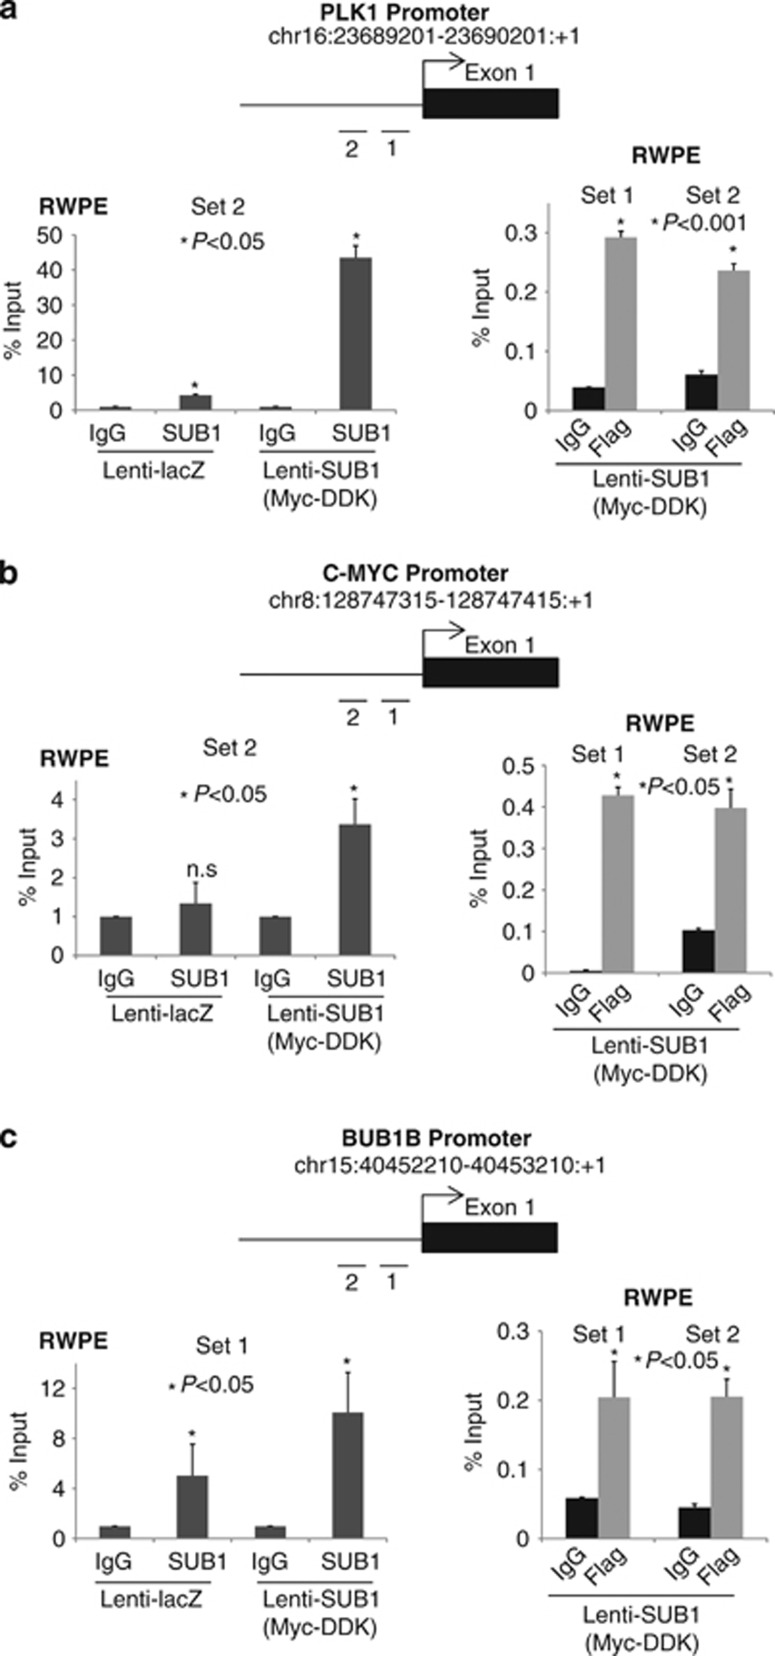
SUB1 transactivates gene expression by directly binding to specific motifs of their promoter regions. ChIP-PCR analysis for the SUB1 occupancy on (**a**) *PLK1*, (**b**) *C-MYC* and (**c**) *BUB1B* promoters in SUB1- or lacZ-overexpressing RWPE cells. ChIP was performed using antibodies against SUB1-, Myc-DDK-tagged SUB1 and a control IgG. Inset: Schematic representation of the respective genomic regions showing gene and amplicon positions.

**Figure 6:**
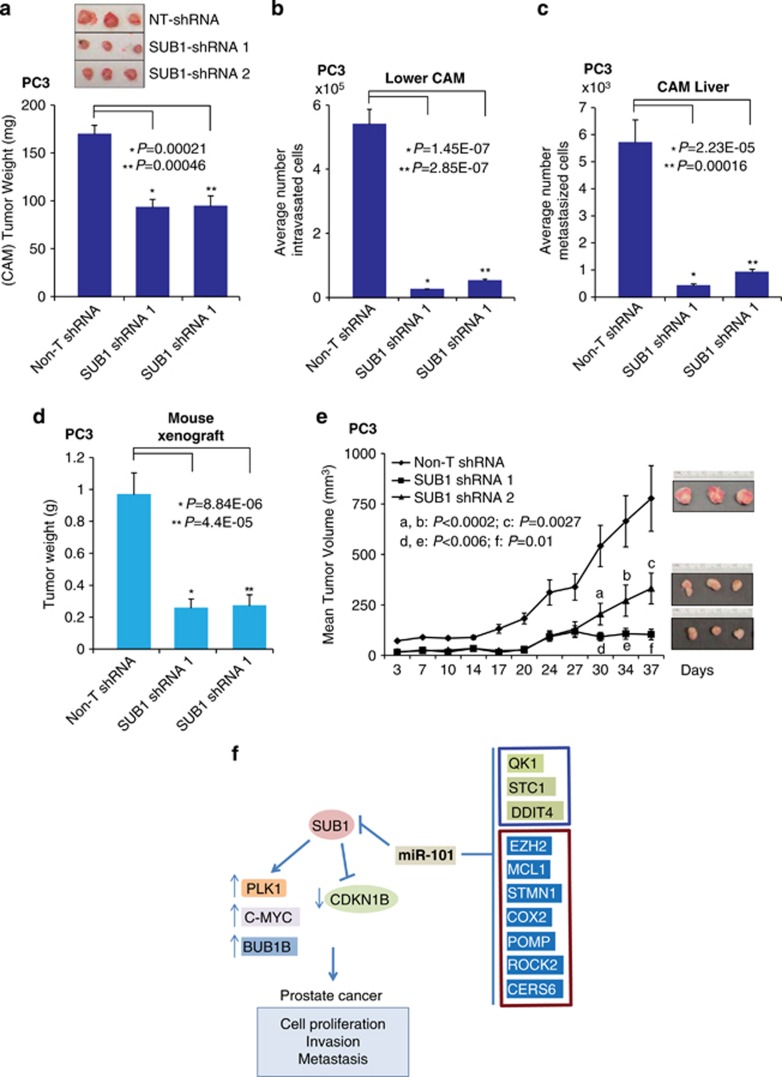
SUB1 is required for prostate tumor growth *in vivo*. (**a**) Tumor growth of stable SUB1 knockdown PC3 prostate cancer cells or control non-T shRNA PC3 cells in the chick CAM tumor assay. Extraembryonic tumors were harvested and weighed after 72 h of postimplantation of cells. Inset: Photomicrographs of CAM tumors (**b**) and (**c**) SUB1 knockdown reduces metastasis of PC3 cells in the CAM models. Cells that metastasized to the lower CAM and liver of chicken embryos were quantified using human Alu-specific PCR. (**d**) SUB1 knockdown in PC3 cells inhibits tumor growth in a mouse xenograft model. Plot of mean tumor volume at indicated time points for mice inoculated with non-T shRNA (solid line with filled diamonds) or two independent SUB1 stable knockdown shRNA 1 (solid line with filled squares) and 2 (solid line with filled triangles) cells. Inset: photomicrographs of xenograft tumors (**e**) Tumor weights of corresponding mouse xenograft models. *n=*8 mice per group. (**f**) Proposed model of SUB1 and miR-101 regulation in prostate cancer progression. SUB1 has a role in cell proliferation, invasion, metastasis and tumor growth, and is regulated by miR-101. Additionally, our study showed that miR-101 downregulates STC1, DDIT4 and QK1 expression (blue box). Additional known targets of miR-101 from published literature are also shown (brown box).^11, 12, 13, 14, 15, 16^

# Supplementary material for: MicroRNA-101 regulated transcriptional modulator SUB1 plays a role in prostate cancer
**Source:** Oncogene. 2016 Jun 6;35(49):6330–40. doi: 10.1038/onc.2016.164
**Supplement:** Supplementary Material

### SUPPLEMENTARY MATERIAL

**MicroRNA-101 regulated transcriptional modulator SUB1 plays a role in prostate cancer**

Balabhadrapatruni V. S. K. Chakravarthi^1,2,3^, Moloy T. Goswami^1,2^, Satya S. Pathi^1,2,9^, Alyncia D. Robinson^3^, Marcin Cieślik^1,2^, Darshan S. Chandrashekar^3^, Sumit Agarwal^3^, Javed Siddiqui^1^, Stephanie Daignault^4^, Shannon L. Carskadon^1,2,10^_,_ Xiaojun Jing^1,2^, Arul M. Chinnaiyan^1,2,5,6,7^, Lakshmi P. Kunju^1,2^, Nallasivam Palanisamy^1,2,7,10^, Sooryanarayana Varambally^1,2,3,7,8^

Arbor, MI, USA

USA

USA

USA.

Sooryanarayana Varambally, Ph.D., Molecular and Cellular Pathology, Department of Pathology, Comprehensive Cancer Center, University of Alabama at Birmingham, AL 35233, USA

**TABLES, Related to Methods**

**Table S1.** List of antibodies used in this study, Related to the Materials and methods.

| **Antibody** | **Application** | **Dilution** | **Supplier** | **Cat. No.** |
| --- | --- | --- | --- | --- |
| **SUB1** | **IB** | IB, 1:1000  IB, 1:500 | PTG Labs [Chicago, IL]  Santa Cruz Biotech [Santa Cruz, CA] | 11956-1-AP  sc-48778 |
| **SUB1** | **IB (Tissue)**  **IHC,TMA** | IB, 1:1000  TMA and IHC, 1:100 | Novus Biologicals [Littleton CO] | NBP1-82454 |
| **SUB1** | **ChIP** | ChIP, 1:100 | Novus Biologicals [Littleton CO] | NB100-59774 |
| **PLK1** | **IB** | IB, 1: 1000 | PTG Labs [Chicago, IL] | 10305-1-AP |
| **CDKN1B** | **IB** | IB, 1:1000 | BD Biosciences [San Jose, CA] | 610241 |
| **C-MYC** | **IB** | IB, 1:1000 | Cell Signaling Technology [Danvers, MA] | 13987 |
| **QK1** | **IB** | IB, 1:1000 | PTG Labs [Chicago, IL] | 13169-1-AP |
| **DDIT4/REDD1** | **IB** | IB, 1:1000 | PTG Labs [Chicago, IL] | 10638-1-AP |
| **Myc-tag** | **IB** | IB, 1:1000 | PTG Labs [Chicago, IL] | 66004-1-Ig |
| **Flag®-tag** | **IB** | IB, 1:1000 | Sigma Aldrich [St. Louis, MO] | F1804 |
| **Anti-FLAG^®^ M2 Magnetic Beads** | **ChIP** | ChIP, 1:15 | Sigma Aldrich [St. Louis, MO] | M8823 |
| **HRP-β-actin** | **IB** | IB, 1:200000 | PTG Labs [Chicago, IL] | HRP-60008 |
| **HRP-GAPDH** | **IB** | IB, 1:200000 | PTG Labs [Chicago, IL] | HRP-60004 |
| **Normal Rabbit IgG** | **ChIP** | ChIP, 1:100 | EMD Millipore [Billerica, MA] | 12-370 |
| **Anti-Rabbit IgG HRP** | **IB** | IB, 1:5000 | GE Healthcare Bio-Sciences [Piscataway, NJ] | PI32460 |
| **Anti-Mouse IgG HRP** | **IB** | IB, 1:5000 | GE Healthcare Bio-Sciences [Piscataway, NJ] | 32430 |

**Table S2.** QPCR Primer sequences used, Related to the Materials and methods.

| **Gene Name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| **SUB1** | TTCGAGAGCCCTGTCATCTT | TTGCCTTTAAAATCGCGAAC |
| **PLK1** | GCCCCTCACAGTCCTCAATA | AGTCGACCACCTCACCTGTC |
| **BUB1B** | GTGCTTCCCAGTTTCACTCC | CCAGGCTTTCTGGTGCTTAG |
| **CDKN1B**  **DDIT4**  **STC1** | AAGAAGCCTGGCCTCAGAAG  CCTGGACAGCAGCAACAGT  CCTGAAGCCATCACTGAGGT | TTCATCAAGCAGTGATGTATCTGA  GGTCACTGAGCAGCTCGAA  ATCACATTCCAGCAGGCTTC |
| **GAPDH** | TGCACCACCAACTGCTTAGC | GGCATGGACTGTGGTCATGAG |
|  |  |  |
|  |  |  |
|  |  |  |
|  |  |  |

**Table S3.** QPCR Primer sequences used either for SUB1 or Flag-SUB1 chromatin immunoprecipitation, Related to the Materials and methods.

| **Gene Name** | **Primer Name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| **PLK1** | Site 1  Site 2 | GGAGAAACCCCGAAGGAAT  GCCTTTGCGGTTCTAACAAG | GGGAAAACCTGATTGACACG  AAGCTCCTGCGGTTCACTT |
| **C-MYC** | Site 1  Site 2 | CCAACAAATGCAATGGGAGT  CAGGAGGGGCGGTATCTG | GGAGGAAAACGATGCCTAGA  TGTATTATGCATTATGTATGCACAGC |
| **BUB1B** | Site 1  Site 2 | GCCATTGAATCCCAAAAACT  CCCAACACTCAAAACAGCAA | CTCCGTGCTCTCGCGTCT  AGCAGGCTTAGGCAAAACAA |

**Supplementary Figure legends:**

**Supplementary Figure S1.** QPCR analysis of *SUB1*, *DDIT4* and *STC1* in miR-101 treated cells. QPCR was performed in DU145 and PC3 cells treated either with miR-101 or non-targeting miRNA control. *ACTB* is used as an internal control. All bar graphs are shown with ± SEM.

**Supplementary Figure S2.** miR-101 binding sites in SUB1 3’-UTR. Schematic representation of (**a**) mutant-1 (M1) and **(b)** mutant-2 (M2) SUB1 3’-UTRs. Red nucleotides represent mutations that are predicted to disrupt potential miR-101 binding.

**Supplementary Figure S3.** QPCR analysis of *SUB1* in knockdown cells. (**a-g**) qPCR analyses were performed in prostate cancer cells treated either with SUB1 si/shRNA duplex or non-targeting si/shRNA. *ACTB* was used as an internal control. All bar graphs are shown with ± SEM.

**Supplementary Figure S4.** SUB1 knockdown inhibits wound-induced migration in prostate cancer cells**.** **(a)** Immunoblot analysis of SUB1 in stable DU145 and PC3-SUB1 knockdowns. β-actin was used as a loading control. **(b, c)** Wound healing assay in stable DU145 and PC3-SUB1 knockdown cells. SUB1 knockdown inhibited cell migration in wound healing assays of DU145 and PC3 cell lines at 24 h. Images were taken at 0 and 24 h after wound. The white lines show the margin of scratched area in which double headed arrow indicates scratch width (S) and white arrow indicates complete healing (R) of scratch wound.

**Supplementary Figure S5.** QPCR analysis of *SUB1* targets in modulated prostate cells. QPCR for (**a, b**) *PLK1*, (**c, d**) *BUB1B* and (**e-h**) *CDKN1B* was performed in prostate cells. *ACTB* was used as an internal control. All bar graphs are shown with ± SEM.

**Supplementary Figure S6.** Immunoblot analysis of CDKN1B in (**a**) DU145, (**b**) PC3-SUB1 knockdowns and (**c**) lenti stable RWPE-SUB1 cells. β-actin was used as a loading control.

**Supplementary Figure S7.** PLK1 and BUB1B are overexpressed in prostate cancer. **(a, b)** Expression levels of *PLK1* and *BUB1B* in normal prostate, primary tumor and metastatic tumor samples from TCGA. (**c**) Quantitative real-time PCR of *PLK1* using RNA from benign, prostate carcinoma (PCa) and metastatic prostate cancer (MET) tissues. *ACTB* was used as an internal control. (**d**) Immunoblot analysis of PLK1 protein expression in prostate tissue extracts using PLK1 antibody. β-actin was used as a loading control. QPCR analysis of (**e**) *SUB1* and (**f**) *PLK1* in prostate cancer cell lines. All bar graphs are shown with ± SEM.

**Supplementary Figure S8.** SUB1 stable over-expression markedly increases cell proliferation in RWPE cells. Immunoblot analysis showing SUB1 and DDK-tag (Myc-DDK-SUB1) in RWPE cells (Inset). Stable RWPE-SUB1 over-expressing cells showed increased cell proliferation than untreated or lacZ over-expressing cells.

How the deposited data were processed for this re-analysis (not part of the article)

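Gene expression was measured in PC3 cells, an established prostate cancer cell line, on 2 dual-colour Agilent arrays of 1 slide. Each array compared cells treated with 1 of 2 SUB1 siRNA duplexes (Cy5) with cells treated with Non-T siRNA (Cy3), 72 h after the first transfection. The siRNAs were taken as 2 independent knockdowns of SUB1, each with 1 array. Whether both arrays carried the same extract of Non-T RNA is not stated in the paper's text or the sample labels. The transcriptome sequencing named in the methods, and the qPCR, immunoblot, ChIP and tissue experiments, were not analysed here.

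The authors scanned the arrays and quantified them with Agilent Feature Extraction, and deposited for each spot the intensity in both channels, its local background and the software's processed intensity after background, spatial and dye correction. The deposited files also give, per spot, the software's log10 ratio of Cy5 over Cy3 and its p-value from a technical error model. A separate table holds the authors' log2 ratios per probe; the methods state loess on each array with the R package agilp. Its direction was settled against the scanner files. Its values had a Pearson correlation across probes of 0.972 (siRNA 1) and 0.980 (siRNA 2) with log2 ratios of Cy5 over Cy3. Those ratios were computed here from median spot signals with loess and without background correction. A correlation does not depend on scale, and for the scale the paper's methods name log2-transformed intensities. The processing was therefore repeated from the spot intensities, and the authors' table served as an alternative. The log10 ratios were looked at and not used for any printed value.

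Mean spot signals were corrected with median local background by normexp (offset 50), control spots were then dropped, and log2 ratios were normalized within each array by loess (span 0.3) in limma 3.58.1 under R 4.3.3. Outlier-flagged spots were left out (112 flagged on the siRNA 1 array and 100 on the siRNA 2 array) and spots of a probe were averaged. A probe was kept where at least 0.5 of its spots were well above background in at least 1 channel on both arrays, which left 25673 of 41000 probes. Probes were named by their RefSeq accession, symbol or synonym in a RefSeq gene table of GRCh38.p14, used for names only. Of the 19218 genes kept, 13129 were named through that table and 6089 kept the name in the array files. The build of the coordinates on the array is not named in the files, so no coordinates are given. For the 4896 genes with more than 1 probe, the probe with the highest mean log2 intensity stood for the gene.

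The rule for a changed gene was the one in the paper's methods, an absolute fold change of 2 (absolute log2 ratio of 1), on each array. The paper used no test for the microarray. Here the mean log2 ratio of both siRNAs was also tested against 0 with limma (lmFit with an intercept, eBayes, Benjamini-Hochberg adjustment). That test leaves out the spread of the control and cannot separate a dye bias from an effect of the knockdown. The number of arrays limits the precision of every value. The correlation between siRNAs, the share of genes with the same sign and the overlap of changed genes are given beside a simulation. It drew unchanged cultures against 1 shared control (200000 simulated genes for the correlation, 100 draws for the overlap). Every culture was drawn with the same spread, which fixes the simulated correlation and share. The overlap used the ratios of the real arrays, changed genes included.

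Before the data were examined, 5 lists of genes were fixed (interferon-stimulated, mitosis, DNA replication, MYC targets and reference genes). The median of each list was compared with 10000 random lists of the same size matched on mean log2 intensity in 20 bins; the percentile describes these arrays and is not a p-value. The named genes were also fixed by rule in advance: the genes the text names for this experiment, those labelled in Figure 4a, ACTB and GAPDH, the 5 largest mean increases and 5 largest mean decreases among genes at least 2-fold changed in the same direction with both siRNAs, the 3 largest differences between the siRNAs in each direction, and the 3 members of each list with the largest absolute mean ratio. Of the genes labelled in Figure 4a, some are given with their values and the others only within tallies and ranges, and 1 further gene that the rule names is not reported here. Directions in Figure 4a were read by eye and used for a tally only.

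The fit was tested on simulated data for 19218 genes, of which 200 were changed. The errors of the siRNAs were drawn independently, so errors from a control shared by both arrays were not simulated. With a log2 change of 2, 98.5% of the changed genes passed an adjusted p of 0.05 together with 8 unchanged genes. With a log2 change of 1, 0% passed. When 200 bright spots of the real arrays were raised by a log2 ratio of 2, the processing recovered a median of 1.94 on the siRNA 1 array and 1.93 on the siRNA 2 array. A simulated list of 40 genes shifted by 0.3 reached percentile 100, and 9 of 200 lists without a shift fell outside percentiles 2.5 to 97.5.

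Alternatives fixed in advance were no background correction, median spot signals without background correction, median centring in place of loess, Aquantile normalization between arrays, Feature Extraction's processed signals, the authors' log2 ratios, no filter and a stricter filter on dim probes (well above background in both channels on both arrays), outlier-flagged spots kept, the mean over probes of a gene, every probe on its own, each array left out in turn and, for the test, an intensity trend, a robust prior and Feature Extraction's p-value per spot (adjusted by Benjamini-Hochberg on each array, and past 0.05 in the same direction on both). Matches of the siRNA duplexes to transcripts and positions of probes or promoters were not analysed here. DDIT4 is named in the closing observations outside the rule. Tables were made with pandas 2.3.3 and numpy 2.4.6 under Python 3.11.15.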

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

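The gene lists, and the test on the other probes of the mitosis and DNA replication genes, were fixed in advance. The tests on Cy3 signals and on dye bias shared by both arrays (interferon-stimulated and mitosis lists) were chosen only after the result was seen. So were those on the depth of SUB1 knockdown and on a single duplex. The paper names some of these genes in Figure 4a but does not discuss the interferon-stimulated or DNA replication genes as sets.

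The interferon-stimulated list (45 of 46 genes measured, 7 of them labelled in Figure 4a) had a median log2 ratio of 0.62 with siRNA 2, at percentile 100 of random lists, and 44 of its genes were higher. With siRNA 1 the median was -0.017, at percentile 28.6. It is a signal in genes that the text of the paper does not discuss. Without the labelled genes the medians were -0.047 with siRNA 1 and 0.55 with siRNA 2. The members with the largest absolute mean ratio were RTP4, ISG15 (0.67 with siRNA 1 and 1.83 with siRNA 2) and RSAD2. Different Non-T RNA on the arrays is argued against, because the Cy3 signal of the list differed between the arrays by a median of 0.00365, whereas its Cy5 signal was higher on the siRNA 2 array by a median of 0.70. A dye bias of the genes would shift both arrays alike, but the ratio was higher with siRNA 2 than with siRNA 1 by a median of 0.74 (percentile 100). A deeper knockdown by siRNA 2 is argued against at the mRNA level, because over the 3 bright SUB1 probes the ratio with siRNA 2 was higher than with siRNA 1 by a median of 0.19. A response to the siRNA 2 duplex itself, an off-target effect of it, and a difference between the cultures may each be the source. With 1 array for each siRNA they remain open and were not tested.

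The mitosis list (44 genes, 9 labelled in Figure 4a) was lower with both siRNAs, and the 35 members not labelled there had a median of -0.83 with siRNA 1 and -1.07 with siRNA 2. Over the whole list the medians were -0.84 and -1.11, at percentile 0 of random lists, and all 44 genes were lower with each siRNA. The members with the largest absolute mean ratio were PLK1, PBK and HMMR. Most of these genes are not named in the text of the paper. An off-target effect of a single duplex would lower the list with 1 siRNA only, and the median nearer 0 was -0.84. Dye bias of single probes is argued against by the 8 other probes of list members, which had a median mean ratio of -0.57 and were lower in 100% of cases. What stays open is the state of the Non-T cells. The Cy3 signal of the list differed between the arrays by a median of -0.014, but whether they carried RNA of the same Non-T culture is not stated. These arrays alone therefore cannot tell a faster cycling control from slower cycling knockdown cells. A dye bias shared by all probes of a gene would shift both arrays alike. The ratio with siRNA 2 minus that with siRNA 1 had a median of -0.28 over the list (percentile 0, random SD 0.048). It was negative for 40 genes and positive for 4, which argues against such a dye bias as the only source. For the decrease that both arrays share, a dye bias stays open without a dye swap. Fewer dividing cells after SUB1 knockdown may explain the pattern, as a hypothesis. The paper reports lower proliferation after SUB1 siRNA than after Non-T siRNA in prostate cancer cells, PC3 among them. It also reports fewer colonies than in untreated and Non-T controls. Whether the arrayed RNA came from those cultures is not stated.

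The DNA replication list (44 genes, 1 labelled in Figure 4a) had a median of -0.38 with siRNA 1 and -0.65 with siRNA 2, both at percentile 0, with 41 and 42 genes lower. The members with the largest absolute mean ratio were TK1 (-1.09 with siRNA 1 and -1.56 with siRNA 2), RRM2 (-1.14 and -1.25) and CDT1 (-0.97 and -1.34). The 15 other probes of list members, from 12 genes, had a median mean ratio of -0.38 and 100% of them were lower, which argues against dye bias of single probes. As for the mitosis list, these arrays alone cannot tell the state of the Non-T culture from an effect of the knockdown. It is not stated whether they carried RNA of the same Non-T culture (median Cy3 difference between the arrays -0.014). A biological explanation was not tested separately.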

How the results depend on the processing

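All alternatives were fixed in advance, and none was chosen after the result was seen. Of 491 comparisons of the 5 text genes, the counts, the correlation, the lists and the Figure 4a tally with an alternative, 412 kept their direction and their side of the threshold. Many of these could hardly have moved: without Aquantile normalization, the other filters on dim probes and the kept outlier spots, 244 of 323 did. For values without replicates, a list median counted as moved beyond 1 SD of random lists, a single gene where it crossed 2-fold or changed sign, a count beyond 1.5 times and a correlation beyond 0.1. Aquantile normalization changes intensities and leaves ratios as they are, so it is no test of these results. No paired analysis was possible because each array already compares the knockdown with the control and there is only 1 condition. The slide could not be taken as a block, since both arrays lay on 1 slide, and the test could not be run with 1 array left. Keeping outlier spots, leaving out the filter on dim probes, making it stricter, an intensity trend and a robust prior moved none of these results.

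SUB1 was at least 2-fold lower with both siRNAs under every alternative. Among alternatives that give 1 value per gene, the SUB1 mean log2 ratio of both siRNAs lay between -3.33 and -2.96, while its single probes ranged from -3.75 to -1.81 with siRNA 1 and from -3.50 to -1.57 with siRNA 2. PLK1 was lower with both siRNAs under every alternative, its second probe included. SUB1's adjusted p ranged from 0.00402 to 0.175 over 12 alternatives. It was no longer past 0.05 without background correction (mean ratio -3.27, adjusted p 0.0706), with median spot signals (-3.23, 0.0756), with median centring (-3.02, 0.0768), with Feature Extraction's processed signals (-3.33, 0.147) or with the authors' log2 ratios (-3.19, 0.175), and the number of genes past the threshold in limma was then 0 in each, with 4077, 4023, 5707, 3902 and 4141 genes at an unadjusted p under 0.05. The cause was not tested. With every probe counted on its own, 3 probes were past it, all lower. Feature Extraction's p-value per spot, which holds technical error of each array only, called 384 genes higher and 374 lower in the same direction on both arrays.

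Median centring in place of loess moved the median of all genes to 0.13 with siRNA 1 and 0.12 with siRNA 2. It gave 137 genes higher and 56 lower with siRNA 1, 266 higher and 101 lower with siRNA 2, and 44 higher and 10 lower with both, so that 71.0% and 72.5% of changed genes were higher in place of 25.5% and 36.5%. MYC with siRNA 2 became 0.091. The interferon-stimulated list had 0.23 with siRNA 1, 0.89 with siRNA 2 and 0.50 for the mean; the mitosis list -0.66, -0.90 and -0.78; the DNA replication list -0.25, -0.47 and -0.38; and the reference genes 0.27, 0.28 and 0.26. The sign of the MYC targets reversed, with 0.17, 0.14 and 0.078 in place of -0.15 for each, but random lists shifted too (medians 0.27, 0.28 and 0.26), and the list stayed below them at percentiles 7.77, 4.44 and 0.2. Relative to the shift of all genes, the mitosis and DNA replication lists were lower and, with siRNA 2, the interferon-stimulated list was higher under every alternative. The cause of the shift was not tested.

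Feature Extraction's processed signals gave 778 genes higher and 298 lower with siRNA 1, 994 higher and 474 lower with siRNA 2, and 329 higher and 95 lower with both, with 72.3% and 67.7% of changed genes higher. BUB1B passed 2-fold with siRNA 1 (-1.04). The interferon-stimulated list had 0.68 with siRNA 2 and 0.30 for the mean, the mitosis list -1.04, -1.40 and -1.21, the DNA replication list -0.47, -0.81 and -0.66, and the reference genes -0.23 with siRNA 1 and -0.17 for the mean. With the authors' log2 ratios, 18 genes were higher with both siRNAs, 36.7% and 47.4% of changed genes were higher, the interferon-stimulated list had 0.072, 0.78 and 0.34, and the MYC targets -0.073 with siRNA 1. The causes were not tested.

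With the mean over the probes of a gene, PLK1 with siRNA 1 was -0.79, CDKN1B with siRNA 2 was 0.78 and the MYC targets with siRNA 2 were -0.24. With every probe on its own, the second probe of PLK1 had -0.16 and -0.30, that of MYC 0.42 and 0.10, and that of CDKN1B 0.34 with siRNA 2. The median of the mitosis list was then -0.90 for the mean, that of the DNA replication list -0.53 with siRNA 2, that of the MYC targets -0.077 with siRNA 1 and that of the reference genes -0.22 for the mean. The 77 other named genes kept direction and side of 2-fold in 1528 of 1654 comparisons, of which 616 came from Aquantile normalization, the other filters and the kept outlier spots and moved by at most 0.043. In the rest, 912 of 1038 were kept. In 2 comparisons a value past 2-fold reversed with another probe of the gene: KRT80 with siRNA 2 had -0.62 in place of 1.28, and PRKCA with siRNA 1 had -0.070 in place of 1.08.

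Leaving out 1 array leaves the value of the other siRNA, with no test. No overlap can then be counted, and the counts are those of the single arrays, 40 and 118 genes higher and 117 and 205 lower. The median of the interferon-stimulated list ranged from -0.017 to 0.62, so that the siRNA 2 array decides its direction, that of the mitosis list from -1.11 to -0.84 and that of the DNA replication list from -0.65 to -0.38. The signal over background limits dim probes: 54.3% of gene spots were well above background in Cy3 on each array.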

Differences from the paper's values

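The paper's text gives no numeric value for a gene in this experiment, so only statements and the directions in Figure 4a can be compared. The paper's rule for a changed gene is an absolute fold change of 2, and its text names C-MYC among the genes modulated by SUB1 knockdown. Here MYC had a log2 ratio of -0.57 with siRNA 1 and -0.16 with siRNA 2 and did not reach 2-fold with either siRNA under any alternative set before the data were examined (-0.59 to -0.076 with siRNA 1 and -0.17 to 0.091 with siRNA 2 across settings that give 1 value per gene, and 0.42 and 0.10 for its second probe). C-MYC is not among the labels of Figure 4a. BUB1B, named in the same sentence, reached 2-fold with siRNA 2 (-1.34), and with siRNA 1 (-0.94) only with Feature Extraction's processed signals (-1.04). In the main processing the brightest MYC probe was lower with both siRNAs, the direction the paper gives. The second MYC probe carries another sequence identifier than the brightest. The paper also reports lower C-MYC mRNA and protein after SUB1 knockdown, with immunoblots in Figure 4b, from assays not analysed here.

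Over the 80 directions that Figure 4a gives clearly, 78 were the same here. The exceptions were HMGA2, which the figure shows lower with siRNA 2 and which had 0.89 here, and KCNMA1, which the figure shows higher with siRNA 2 and which had -0.64. The second-brightest probes had the figure's direction, with -1.13 for HMGA2 and 1.04 for KCNMA1, under the alternative that takes every probe on its own, set before the data were examined. The second-brightest KCNMA1 probe carries another sequence identifier than the brightest. The other dimmer probes of KCNMA1 had -0.71, -0.047 and 0.016 with siRNA 2. Over all probes of the labelled genes, 137 of 144 values had the figure's direction. The mean over probes, also set in advance, gave the figure's direction for HMGA2 (-0.12) and not for KCNMA1 (-0.067). Of the 61 measured labels, 9 were not past 2-fold with either siRNA (DNAH7, DNAJA1, HOXB13, KCNMA1, MX2, PDZK1, SLFN5, SOCS3 and SP140). With the authors' log2 ratios 2 of the 61 were not (KCNMA1 and SOCS3), with Feature Extraction's processed signals 6, and with every probe on its own 7. More were not with median centring (20), the mean over probes (18), no background correction (11) and median spot signals (11).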

Other observations

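The tests on noise of single probes, on spot SD and on dim probes were chosen only after the result was seen, as was the look at DDIT4.

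The siRNA 2 array had 323 genes at least 2-fold changed and the siRNA 1 array 157, and siRNA 2 had more under each alternative, for example 1468 against 1076 with Feature Extraction's processed signals. A noisier hybridisation of the siRNA 2 array is argued against, because the median SD among the spots of 209 probes spotted 10 times was 0.074 on it and 0.0776 on the siRNA 1 array. An effect of the duplex or the culture may explain the difference, and with 1 array per siRNA it was not tested.

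The 2-fold rule was met by 90 genes lower with siRNA 1 and not with siRNA 2, and by 178 lower with siRNA 2 and not with siRNA 1. Most of them were also lower with the other siRNA, 74 of the 90 (median log2 ratio -0.27 with siRNA 2) and 152 of the 178 (median -0.56 with siRNA 1), and 85.6% of genes changed with either siRNA had the same sign with both. A control shared by both arrays would also give genes the same sign, and its share of this overlap was not simulated for genes picked by their change. The counts alone do not separate effects of a single siRNA from genes near the 2-fold limit. Noise of single probes is argued against for the decreases. The 42 other probes of 30 of the siRNA 1 genes had a median log2 ratio of -0.94 with siRNA 1, and the 73 other probes of 50 of the siRNA 2 genes had a median of -0.70 with siRNA 2. All 7 probes of RPS10 were lower with siRNA 1, from -1.63 to -0.97, and lay between -0.14 and 0.23 with siRNA 2, though probes of ribosomal protein genes can bind pseudogene transcripts. Both probes of SARNP were at -2.23 and -2.08 with siRNA 1 and at 0.17 and 0.15 with siRNA 2. The largest decreases with siRNA 2 relative to siRNA 1 were those of ATP5MG (0.055 with siRNA 1 and -2.52 with siRNA 2; the file names it ATP5L), ROR1 (1.94 and -0.31) and PKIA (0.87 and -1.24). The reverse held for SARNP, RSAD2 and NARS1 (-2.14 and -0.068; the file names it NARS). For genes that changed with 1 siRNA and hardly with the other, an off-target effect of that duplex is a candidate explanation. Matches of the duplexes to transcripts were not analysed here.

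The dimmer probe of PLK1 changed less than its brighter probe. Among other genes with a mean ratio at or below -1, 7 dim second probes (mean log2 intensity under 8) showed a median of 40.5% of the change of the brightest probe, and 12 bright second probes showed 75.2%, which is consistent with compression of the ratio in dim probes. The PLK1 probe showed less than that, so another transcript region or poor hybridisation of this probe may contribute.

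The MYC targets list (29 of 30 genes measured) had a median log2 ratio of -0.15 with siRNA 1 (percentile 0.68) and -0.15 with siRNA 2 (percentile 2.1), and its members with the largest absolute mean ratio were BOP1 (-0.43 and -0.80), IMPDH2 (-0.61 and -0.49) and HSPD1 (-0.85 and -0.24). The sign of the list reversed with median centring (0.17 and 0.14), which raised random lists as well, and the list stayed below them at percentiles 7.77 and 4.44. The 14 reference genes had medians of -0.10 and -0.10 (percentiles 11.8 and 14.7), with 0.27 and 0.28 under median centring (percentiles 34.7 and 32.3). With siRNA 1 they were lower against random lists with Feature Extraction's processed signals (-0.23, percentile 0.61) and the authors' log2 ratios (-0.16, percentile 1.03). The same held with every probe on its own (-0.15, percentile 0.6), where the mean of both siRNAs was at percentile 0.04. With siRNA 2 the percentiles under these alternatives were 11.7, 15.5 and 15.6. The 3 probes of RPLP0 were at -0.45 to -0.41 with siRNA 1 and at -0.58 to -0.53 with siRNA 2. The 4 probes of ACTB ranged from -0.088 to 0.75 with siRNA 1 and from -0.35 to 0.37 with siRNA 2, and GAPDH was at 0.0095 and -0.072. No explanation was tested for these values.

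DDIT4, which the paper reports as lowered together with SUB1 by miR-101, was higher after SUB1 knockdown in PC3 cells, with 0.51 with siRNA 1 and 1.68 with siRNA 2 (0.51 to 0.77 and 1.68 to 1.98 across settings). No explanation was tested.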
